A study of Mus musculus with 766 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

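Smart-seq2 libraries of sorted mouse Schwann cells from sciatic nerves at postnatal day 14 were used, 1 cell per well, on 2 plates that are the biological replicates per the labels. The counts deposited by the authors are raw read counts per gene and well, made from reads aligned with STAR and counted with featureCounts, without molecular identifiers. No filter on cells is stated for the deposited counts. The methods of the study name a human genome build, whereas the gene identifiers are those of mouse. They do not say whether counting used the strand, so counts of overlapping genes on opposite strands are uncertain. Counts are given for 25700 genes, of which 25587 matched a symbol in GENCODE vM21 (GRCm38), 113 did not, and 9187 had no reads in any well. Names and positions come from this annotation, whose release may differ from the one used for counting. Xist is not among the genes counted, so wells with reads of both Xist and Y-linked genes could not be found.

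Cells were clustered with Seurat 5.3.0 and data.table, version 1.17.8, in R 4.3.3 with the limits of the published methods. The study used an older version of Seurat, so the cells of a cluster may differ from those of the study. Wells with under 1500 detected genes were left out, counts were scaled to 100000 per cell and natural-log transformed, and the 3158 genes with a mean of 0.1 to 8 and a dispersion above 1 entered a principal component analysis. The first 7 components and shared nearest neighbours (k 30) were used at a resolution of 0.3. No cap was put on the number of variable genes, which was settled after the clusters had been seen, and a cap of 2000 was tried as an alternative. A cluster was named when at least 3 markers of a list were detected and its mean was the highest for more than 50% of the list. The first condition was fixed in advance and the second was set with the data at hand. The groups, tests, gene lists, marker lists and the rule for naming genes were fixed before the data were examined.

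Cells of a plate share a pool of mice and are not replicates, so counts were summed per plate and cluster and tested with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit and glmQLFTest, two-sided), with all clusters of at least 5 cells per plate in 1 fit. The genes were split at random into 2 sets. Cells were clustered on the variable genes of 1 set and the genes of the other set were tested, and the reverse, so that no gene was tested between clusters it had helped to make. The p-values of both sets were adjusted together by the Benjamini-Hochberg method, with a threshold of 0.05. Sums ranged from 5209248 to 135783098 reads. The standard error of a log2 fold change is its size over the square root of the F statistic. For mSC-like against tSC-like cells, the 5 genes with the largest change each way were named, and for the other pairs the 3 largest, among called genes with the same direction in every pairing of the plates and 50 CPM or more in both sums of the higher cluster. Gene models and ribosomal, mitochondrial and pseudogene entries were left out of this choice. Results of some single genes are not reported here. The plate numbers pair the sums, but across 13510 genes the deviations of the plates were nearly unrelated between clusters (Pearson r 0.0004 to 0.0175, across genes, which are not independent replicates), and the plate was a block in an alternative only.

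Lists of cholesterol biosynthesis and immediate early genes were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided), with fry and camera with an estimated correlation beside it, adjusted over all lists and pairs. Shares of cells carry exact Clopper-Pearson 95% intervals, and values per plate a mean with SD over 2 plates. Intervals, ratios with counting intervals and floors of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules. Shares and detected genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

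The test was tried on simulated data with 200 changed genes among 13292 and the spread of these sums. Changes were set only in genes at a mean of 50 CPM or more, so recovery at lower levels was not tried. Each setting was drawn only once. For mSC-like against tSC-like sizes, edgeR recovered 94.5% of changes of 6 and 36.7% of changes of 3 on the log2 scale with 7.64% false calls, and made 0 calls where nothing was changed. DESeq2 1.42.0 had 63.8% false calls and made 223 calls where nothing was changed. For limma on log2 CPM of the sums, these values were 37.8% and 0 calls. Counts were drawn with the spread that edgeR estimated for each gene, the same in all clusters. The tools were therefore not compared where the spread differs between clusters or from that estimate.

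The alternatives fixed in advance were minimums of 1000 and 2500 detected genes, 15 principal components, a resolution of 0.6, clustering on each gene set and on each plate alone, and a second split of the genes. For the tests they were DESeq2, no TMM factors, no filter on low counts, the plate as a block, limma on mean CPM per cell, cells thinned to equal depth, clusters from all variable genes, only the 2 clusters compared, leaving out each sum, fry and an estimated correlation. For values per plate they were medians over cells, other thinning depths and other minimums for Y-linked reads. Leaving out the corner wells, the cap on variable genes, a resolution of 0.2, k 20, and leaving out each plate for the shares of counts, detected genes and Y-linked wells were added after seeing the data. Lists of liver, lymphoid, macrophage, embryonic stem and myoblast genes were used only for the corner wells.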

Results

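Schwann cells (SCs), the glia that ensheathe the axons of peripheral nerves, were sorted from mouse sciatic nerves at postnatal day 14 (P14) with 1 cell per well, and each well was sequenced by Smart-seq2, which reads whole transcripts and carries no molecular identifiers. All 766 wells belong to 1 group, P14 SCs, with 2 biological replicates. Plate 1 held 382 wells and plate 2 held 384, each filled from its own pool of mice. Counted reads summed to 253746408 on plate 1 and 192215985 on plate 2. Reads per well ranged from 412 to 4076117, with medians of 404667.5 on plate 1 and 387734.5 on plate 2. A minimum of 1500 detected genes kept 340 wells of plate 1 and 352 of plate 2, 692 in all, and left out 74. Kept wells had a median of 476192 reads and 2817 detected genes on plate 1 and of 409091 reads and 2847 detected genes on plate 2. A minimum of 2500 detected genes moved the number of kept wells most, to 534.

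**Figure D1:**
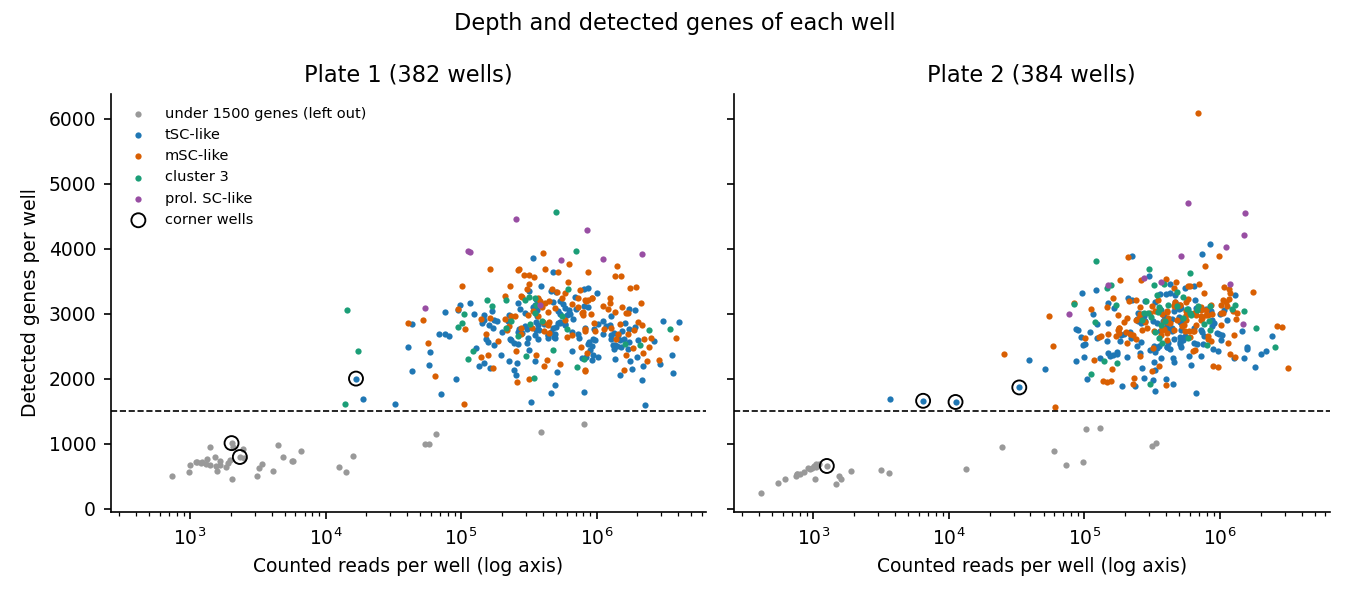
Detected genes of each of the 766 wells against its counted reads (log axis), by plate and cluster, with the minimum of 1500 detected genes as a line and the corner wells circled. The 74 wells under the line were left out of the comparisons.

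The first question was which differentiation states of SCs were found among the sorted cells of this age. Clustering of the 692 kept cells gave 4 clusters, which were named from marker lists. The myelinating SC-like (mSC-like) cluster had the highest mean of 12 of 12 myelinating markers, and the proliferating (prol. SC-like) cluster of 13 of 13 proliferation markers. The transition SC-like (tSC-like) cluster, of the non-myelinating Remak lineage, had the highest mean of 6 of 9 markers. The remaining cluster was highest in 2 of 4 pro-myelinating markers, Pou3f1 and Cdkn1c, which is not a majority, so it was left unnamed and is called cluster 3. All 4 of these markers were detected in it, as in every cluster, so only the condition set with the data at hand kept it unnamed. The study reports a pro-myelinating cluster at P14 with enriched Pou3f1 and Cdkn1c. Whether the cells of that cluster are those of cluster 3 was not tested. Of 100000 counts per cell, Pou3f1 took a mean of 24.9 in cluster 3 and 12.9 in mSC-like cells, and Cdkn1c took 32.1 and 9.05. The 5 genes that led it by fold over the other cells were Gm10800, Gm10801, Tyrp1, Serpinb1a and Lgals3. Reads of Sox10, a gene of all SCs, were found in 91.7% of tSC-like, 95% of mSC-like, 92.9% of cluster 3 and 100% of prol. SC-like cells.

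The tSC-like cluster held 172 of 340 cells on plate 1 (50.6%, exact 95% interval 45.1 to 56.0) and 154 of 352 on plate 2 (43.8%, 38.5 to 49.1), a mean of 47.2% ± 4.84 (SD, n = 2 plates). The mSC-like cluster held 124 cells on plate 1 (36.5%, 31.3 to 41.8) and 138 on plate 2 (39.2%, 34.1 to 44.5), a mean of 37.8% ± 1.93 (SD, n = 2). Cluster 3 held 35 cells on plate 1 (10.3%, 7.28 to 14.0) and 49 on plate 2 (13.9%, 10.5 to 18), a mean of 12.1% ± 2.56 (SD, n = 2). The prol. SC-like cluster held 9 cells on plate 1 (2.65%, 1.22 to 4.97) and 11 on plate 2 (3.12%, 1.57 to 5.52), a mean of 2.89% ± 0.338 (SD, n = 2). The intervals of the 2 plates overlapped in all 4 clusters. Overlap does not show that the plates were alike, and no test between the plates was run. Clustering of plate 1 alone moved a share most, to 62.1% tSC-like. Plate 1 alone gave 2 clusters, without a separate cluster 3 or prol. SC-like cluster, and plate 2 alone gave 3, without a prol. SC-like cluster and with cluster 3 at 21%. All of these are shares of sorted and kept cells. The study warns that dissociation of nerves and sorting may subsample cells, in particular SCs of extensively myelinated nerves. Shares in the nerve itself can therefore differ.

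**Figure D2:**
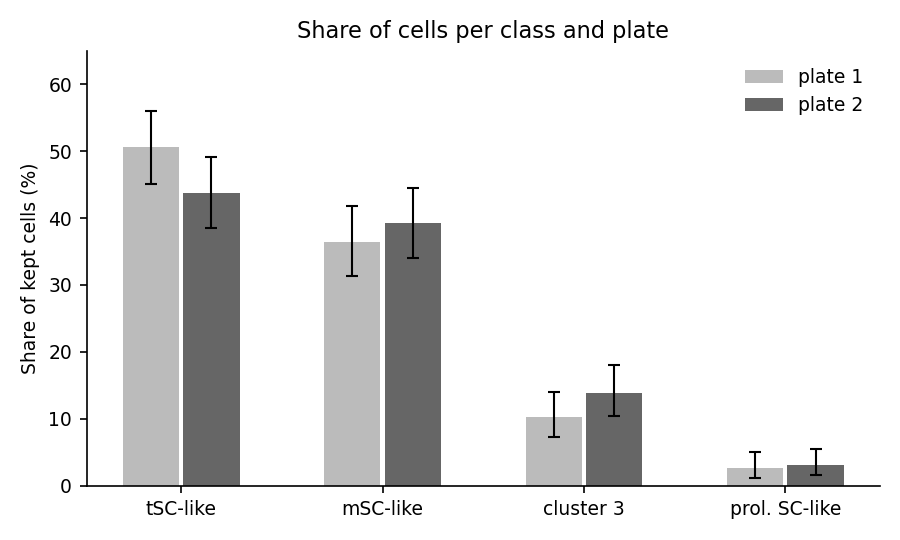
Share of the kept cells of each plate (percent) in each of the 4 clusters, with exact 95% binomial intervals as error bars. The tSC-like share was 50.6% on plate 1 and 43.8% on plate 2, and the intervals of the 2 plates overlapped in each cluster.

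How far the counts of each cluster concentrated in few genes was compared next, as sums per plate. With 2 plates against 2, an exact two-sided permutation test cannot give a p under 0.333, and no other test of the shares was run. The 5 highest genes took 14.4% ± 0.0747 (SD, n = 2 plates) of mSC-like counts, 6.06% ± 0.273 of tSC-like, 5.01% ± 0.0491 of cluster 3 and 4.42% ± 0.226 of prol. SC-like counts. The gap between the mSC-like share and each of the others was larger than the spread between plates. In mSC-like cells these genes included Pmp22 (6.07% ± 0.250), Mbp (4.6% ± 0.102), Gm37376 (1.31% ± 0.0186) and Fos (1.16% ± 0.230). In tSC-like cells they were Sparc (1.51% ± 0.140), Fos (1.42% ± 0.250), Apoe (1.29% ± 0.0793), Gm37376 (1.06% ± 0.0216) and mt-Cytb (0.787% ± 0.0587). Those of cluster 3 were Fos, Sparc, mt-Cytb, Gm37376 and mt-Co1, and those of prol. SC-like cells were Sparc, Fos, Ubb, Tubb5 and mt-Co1. Gm37376 (chromosome 19, 5801941 to 5802393) is a gene model inside Malat1 on the opposite strand. Malat1 is not among the counted genes and use of strand in the counting is not stated, so the counts of Gm37376 are uncertain. The 13 mitochondrial genes took 2.19% ± 0.0137 of tSC-like, 2.77% ± 0.0485 of mSC-like, 2.86% ± 0.365 of cluster 3 and 1.96% ± 0.290 of prol. SC-like counts. The median over cells moved the share of the 5 highest genes in mSC-like cells to 15.1%.

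Detected genes were compared at equal depth, in cells thinned to 100000 reads, as the mean of the plate medians. The value was 2285 ± 31.5 (SD, n = 2 plates) in tSC-like, 2482 ± 44.5 in mSC-like, 2529.8 ± 74.6 in cluster 3 and 3420.2 ± 81.7 in prol. SC-like cells. The prol. SC-like value was above the others by more than the spread between plates, and so was the mSC-like value against the tSC-like one. The values of mSC-like cells and cluster 3 differed by less than the spread of cluster 3. Shallower cells were left out, on plate 1 and plate 2 respectively 16 and 13 tSC-like, 5 and 5 mSC-like, 4 and 1 cluster 3 and 1 and 1 prol. SC-like cells. Without thinning, the mSC-like value moved most, to 2934.

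The main comparison asked which genes separate myelinating from transition SCs. Counts were summed per plate and cluster, with 2 sums per cluster, and each gene was tested with edgeR between clusters that had been made without it. Of 13588 genes tested, 136 had an adjusted p under 0.05, 57 higher and 79 lower in mSC-like cells. A fit of only the 2 clusters compared moved this number most, to 867. Leaving out 1 sum moved it to between 51 (without the tSC-like sum of plate 1) and 680 (without the prol. SC-like sum of plate 2). On simulated data of this size, 94.5% of changes of 6 on the log2 scale and 36.7% of changes of 3 were recovered. These changes were set only in genes at a mean of 50 CPM or more. Smaller differences, and changes of genes at lower levels, can therefore have been missed. All 10 genes that the study names as markers passed the threshold when adjusted over the list alone, and 4 when adjusted over all genes. The 10 genes are also on the lists that named the clusters, so these numbers are not independent of the names.

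The markers called over all genes included Mbp, Ncmap and Ncam1. Mbp (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637 in GRCm38), which codes for myelin basic protein, had 47611.9 and 44976.3 CPM (counts scaled by the total of the sum) in mSC-like and 8487.62 and 7525.85 CPM in tSC-like sums. Its log2 fold change was 2.78 ± 0.17 (SE, n = 2 sums per cluster; adjusted p 0.000151). Ncmap (ENSMUSG00000043924, chromosome 4, 135369576 to 135398227) was higher in mSC-like cells by 9.24 ± 1.23 on the log2 scale (adjusted p 0.00742). Ncam1 (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925) had a log2 fold change of -7.18 ± 0.56 (adjusted p 0.000750). The direction held in every pairing of the plates for these 3 genes and for the 10 named by size below.

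Among genes at 50 CPM or more in both sums of the higher cluster, the largest rises in mSC-like cells were those of Cmtm2b, Sept3, Mfsd2a, Mme and Drp2. Sept3 rose by 12.17 ± 1.12, Mfsd2a by 12.12 ± 1.09, Mme by 11.76 ± 0.98 and Drp2 by 11.36 ± 1.44 on the log2 scale, with adjusted p between 0.00215 and 0.00839. Cmtm2b had 3 reads in tSC-like cells, a ratio of 6631 with a counting interval of 2269 to 32157 (adjusted p 0.00844). Its reads came from 13.9% of mSC-like cells on plate 1 and 14.5% on plate 2, and 1 well gave 36.2% and 61.6% of them. The largest falls were those of Psmb8, Ablim1, Scn7a, Dhrs2 and Ptprz1. The log2 fold change was -12.10 ± 0.98 for Psmb8, -10.75 ± 0.87 for Scn7a, -10.15 ± 1.14 for Dhrs2 and -9.57 ± 1.14 for Ptprz1, with adjusted p between 0.000767 and 0.0158. Ablim1 had 3 reads in mSC-like cells, a ratio of 4076 with a counting interval of 1395 to 19769 in favour of tSC-like cells (adjusted p 0.0145). Without 1 of the mSC-like or tSC-like sums, Cmtm2b, Sept3, Mme, Ablim1, Dhrs2 and Ptprz1 failed the threshold in at least 1 case, with adjusted p up to 0.0989, 0.103, 0.136, 0.140, 0.151 and 0.230. With 15 principal components Cmtm2b had a log2 fold change of 4.70 (adjusted p 0.160; range over its alternatives 7.81e-26 to 0.160) and Ablim1 an adjusted p of 0.0603 (range 7.3e-16 to 0.140), and Cmtm2b also failed under a second split of the genes (0.0973).

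**Figure D3:**
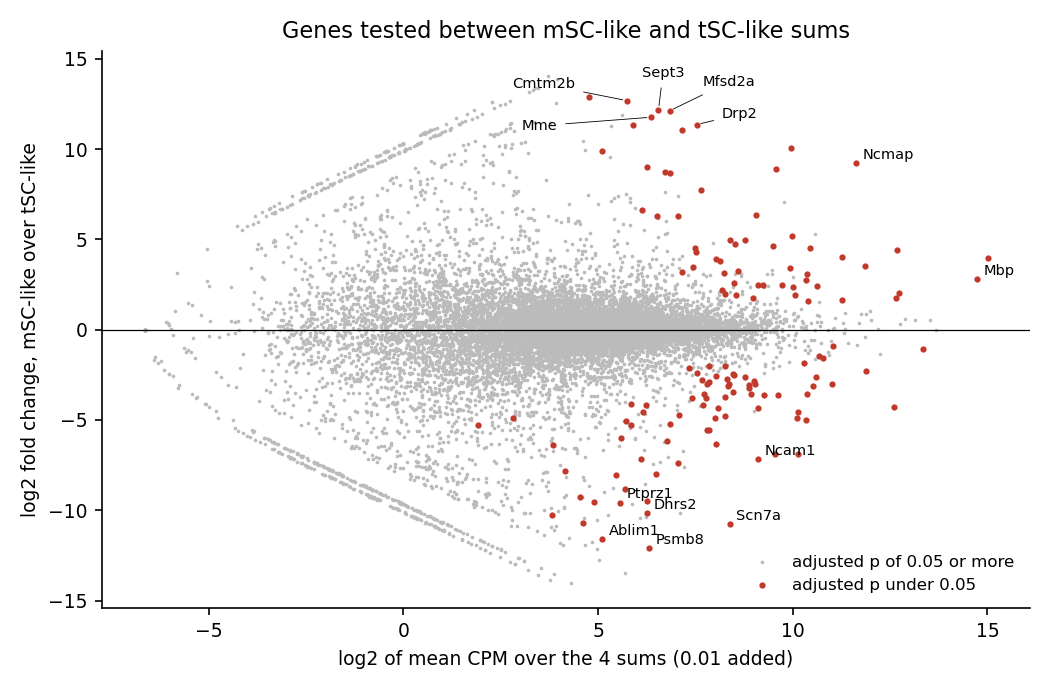
Log2 fold change of each of the 13588 genes between mSC-like and tSC-like sums against its mean level (log2 of CPM), with the 136 genes of adjusted p under 0.05 in red. Mbp lies among the genes of highest level, at a change of 2.78, and the genes with the largest changes lie at lower levels.

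Gene lists fixed in advance were tested with camera at its preset correlation. Of the genes of cholesterol biosynthesis, 19 of 19 were higher in mSC-like than in tSC-like cells, with a median log2 fold change of 2.51 and a range of 0.28 to 4.78 (adjusted p 3.9e-15). Fdft1, Cyp51 and Msmo1 were among those that passed the threshold as single genes. In cluster 3 against mSC-like cells, 8 of 8 tested members were lower, with a median of -2.09 (adjusted p 3.17e-06). Both calls held under fry (0.0441) and neither held with an estimated correlation (0.0690). Neither held under fry with the plate as a block (0.132). The members kept these directions without TMM scaling, with DESeq2 and with mean CPM per cell. Against tSC-like cells, 5 of 8 members were higher in cluster 3 (adjusted p 0.0896) and 8 of 19 in prol. SC-like cells, with a median of -0.18 also when the 2 members at 0 are set to their bound (adjusted p 0.871). Of the immediate early genes, 16 of 21 were lower in mSC-like than in tSC-like cells, with a median of -0.87 (adjusted p 0.00105), a call that did not hold under fry (0.126) or with an estimated correlation (0.295). They did not pass the threshold in cluster 3 against mSC-like cells (adjusted p 0.871), where the median (0.12) and camera pointed up and the mean (-0.03) and fry pointed down. Against tSC-like cells, 11 of 12 were lower in cluster 3 (adjusted p 0.0661) and 19 of 21 in prol. SC-like cells (adjusted p 0.0643), with a median of -0.87 in the latter where the median of all genes was -0.54. All cells had been dissociated from the nerve with enzymes and sorted, per the study, and no cells without these steps were compared. An effect of handling on the immediate early genes was therefore not tested, and their levels in the nerve itself are not known from these cells.

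Cluster 3 was compared with mSC-like and tSC-like cells to ask where it stands between them. It separated in the clustering on 1 of the 2 random gene sets only, so 6801 genes could be tested. Against mSC-like cells, 38 genes had an adjusted p under 0.05, 22 higher and 16 lower in cluster 3. DESeq2 moved this number most, to 375, and leaving out 1 sum moved it to between 22 (without the cluster 3 sum of plate 2) and 201 (without the prol. SC-like sum of plate 2). Which direction led depended on the setting. Library totals without TMM gave 28 higher and 12 lower, DESeq2 gave 171 and 204, and the 2 clusters alone gave 12 and 28. The largest rises of the main fit were those of Lgals3, Smim5 and Ncam1. Ncam1 rose by 5.16 ± 0.51 on the log2 scale (adjusted p 0.00167) and Smim5 by 9.63 ± 0.86 (adjusted p 0.000952), with 61.7% of the plate 1 reads of Smim5 from 1 well that the main clustering called tSC-like. Lgals3 rose by 12.91 ± 2.14 (adjusted p 0.0379) over 4 reads in mSC-like cells. It had reads in 17.4% and 22.4% of the cluster 3 cells of the plates, with 38.9% and 41.0% of its reads from 1 well, and did not pass the threshold without either cluster 3 or either mSC-like sum (adjusted p up to 0.156). The largest falls were those of Mfsd2a (-10.12 ± 1.02, adjusted p 0.00321), Drp2 (-7.81 ± 1.25, 0.0330) and Pmp22 (-3.95 ± 0.22, 4.85e-05). Drp2 failed the threshold without either mSC-like sum and without the cluster 3 sum of plate 1 (adjusted p up to 0.0774), and Mfsd2a without the mSC-like sum of plate 2 (0.0535). Drp2 also failed without the corner wells (0.116) and in a fit of the 2 clusters alone (0.0508), and Lgals3 with the plate as a block (0.0644). Of their alternatives, Lgals3 passed in 15 of 20, Drp2 in 14 of 19 and Mfsd2a in 19 of 20. Of 6 study markers tested, 5 passed when adjusted over the list alone and 3 over all genes.

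Against tSC-like cells, edgeR called 3 of 6801 genes, all lower in cluster 3, where 499 had an unadjusted p under 0.05. DESeq2 called 276 (99 higher) and limma on mean CPM per cell called 108 (39 higher). Without TMM scaling 3 of 9 were higher, without the corner wells 12 of 21 and with clusters from all variable genes 19 of 37, so the direction of the 3 genes does not extend to the calls of other settings. No gene was called without the cluster 3 sum of plate 1 or of plate 2, where 376 and 597 genes had an unadjusted p under 0.05, and at most 95 were called without 1 of the other sums. Rassf4 had a log2 fold change of -4.70 ± 0.52 (adjusted p 0.0385) and passed in 15 of 19 alternatives, failing without either cluster 3 sum, without the tSC-like sum of plate 1 (adjusted p up to 0.160) and with clusters from all variable genes (0.187). The other two, Prc1 (-5.03 ± 0.60, 0.0385) and Spc24 (-4.86 ± 0.61, 0.0385), are named outside the rule, after their values were seen. Prc1 had reads in 11.6% and 8.28% of tSC-like cells of the plates, with 41.2% and 39.5% of its reads from 1 well. Spc24 had reads in 14.6% and 9.66% of these cells, with 42.8% and 37.8% from 1 well, which on plate 2 is a well that the main clustering called cluster 3. Both were higher in cluster 3 with a minimum of 2500 detected genes, by 3.57 and 3.96 on the log2 scale (adjusted p 0.0483 and 0.0217), where 19 of the 20 prol. SC-like cells fell into cluster 3. Spc24 was also higher under a second split of the genes, by 0.58 (adjusted p 0.913). Prc1 passed in 13 of 19 alternatives and Spc24 in 13 of 20, counting the opposite calls at 2500 detected genes. Of 6 study markers tested, 5 passed when adjusted over the list alone and 0 over all genes.

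Proliferating SCs were compared with transition SCs to ask what sets dividing cells apart. The prol. SC-like sums rest on 19 cells for the genes of 1 set and 20 for those of the other, with 5209248 or 5591929 reads on plate 1 and 8758188 on plate 2. Of 13588 genes, 239 had an adjusted p under 0.05, 112 higher and 127 lower. The balance of directions depended on the setting, with 691 higher and 1775 lower in DESeq2, 60 and 31 with the plate as a block and 60 and 2 in a fit of the 2 clusters alone. The number was 2466 in DESeq2, and leaving out 1 sum moved it to between 60 (without the tSC-like sum of plate 2) and 2646 (without the prol. SC-like sum of plate 2). The largest rises were those of Melk, Aurkb and Plk1. Melk had 1 read in tSC-like cells, a ratio of 49272 with a counting interval of 8838 to 1946660 (adjusted p 0.00200), and 1 well gave 67.8% of its reads on plate 1. Aurkb rose by 14.80 ± 1.69 (adjusted p 0.00454) and Plk1 by 14.21 ± 2.21 (adjusted p 0.0182), and Plk1 did not pass without either tSC-like sum (adjusted p up to 0.0826). The markers Mki67 and Top2a rose by 6.71 ± 0.70 (adjusted p 0.0104) and 9.88 ± 1.52 (adjusted p 0.0166), and Mki67 had an adjusted p of 0.0640 without the tSC-like sum of plate 2. The largest falls were those of C4b, Pts and Sult1a1, which had no reads in prol. SC-like cells. Against a floor of 3 counts over both plates, C4b was at least 621-fold lower (adjusted p 0.0485), Pts at least 349-fold (0.0297) and Sult1a1 at least 331-fold (0.0115). If prol. SC-like cells held reads as often as tSC-like cells do, no cell would hold them with a chance of 0.00710 for C4b, 0.00324 for Pts and 0.0672 for Sult1a1, a calculation chosen after the values were seen. C4b and Pts did not pass without either tSC-like sum (adjusted p up to 0.264 and 0.142), and Sult1a1 did not without that of plate 2 (0.0508). C4b passed in 9 of 20 alternatives, Pts in 15 of 21, Sult1a1 in 18 of 21, Plk1 in 17 of 20, Mki67 in 18 of 21 and Top2a in 19 of 20. Of 10 study markers, 6 passed when adjusted over the list alone and 4 over all genes.

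The plates were compared within mSC-like and tSC-like cells, where 1 plate against 1 allows no test. Of the genes at 50 CPM or more in the higher plate, 73 of 3924 in mSC-like and 117 of 4482 in tSC-like cells differed by at least 4-fold between the plates. Of 3267 genes at this level in both clusters, 1 differed so in the same direction in both, where 0.793 are expected if the clusters are independent.

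Each plate pools male and female mice, and wells with reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d or Uty were counted without assigning a sex to any cell. On plate 1, 84 of 340 kept wells (24.7%, exact 95% interval 20.2 to 29.6) had such reads, and on plate 2, 128 of 352 (36.4%, 31.3 to 41.6), a mean of 30.5% ± 8.24 (SD, n = 2). The intervals of the plates did not overlap, while the 4 genes took 55.7 CPM of the kept reads on plate 1 and 59.1 on plate 2. At 10 reads or more the shares moved most, to 18.5% (14.5 to 23.1) and 26.4% (21.9 to 31.4), and the intervals overlapped. They also overlapped at a minimum of 2500 detected genes (20.5 to 31.4 and 30.9 to 42.6) and did not at 10 CPM or more (15.9 to 24.7 and 26.7 to 36.7). Overlap of intervals is not a test of a difference between the plates, and none was run. Plate 2 had the higher share in all of these settings.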

Values the study reported

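For the Smart-Seq2 plates, the study aimed at about 500,000 reads per cell, or around 200 Mio reads per plate. The minimum for a cell to be used was 1500 detected genes. It used 7 principal components for each time point and a clustering resolution of 0.3 at P14.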

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

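In this part, the tests of low depth and of liver tissue in the corner wells, and the test on wells of like depth with its division into 9 wells and 1, the first test for a missing nucleus, the one on Gm37376 alone and the test of free RNA in the wells with much Mbp, were chosen only after the result was seen.

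The corner wells of the plates drew attention because wells that no comparison uses held a signal. Of the 7 corner wells with data, with 1259 to 33103 reads each, 3 lay under the minimum of detected genes, and these held 42 reads of a list of liver genes (25, 17 and 0 per well). Over all 7 wells the list had 1703 reads, 23274 CPM, from 14 of its 19 genes and in 6 of the 7 wells, with Vtn highest at 7161 CPM. In the other kept wells it had 9.81 CPM, and none of its genes was over 10 CPM there. The list was written after its values had been seen. The 4 corner wells that were kept fell into the tSC-like cluster. Sox10 had a read in 1 of 7 corner wells, in 93.9% of the other kept wells and in 30.2% of the 43 other wells of like depth.

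Low depth alone is argued against by those 43 wells, which held 13.8 CPM of the liver list. Liver tissue is argued against by 0 reads of Alb, Ttr, Ahsg, Apoa2 and Apoh, which liver makes in abundance, among 73171 corner reads, which allows up to 41.0 CPM. A candidate explanation is a control RNA from several cell types placed in the corners. Of 4 lists of other cell types, 2 were above 95% of 10000 draws of 7 shallow wells, lymphoid (13 reads, 178 CPM, mostly Laptm5 at 150.3 CPM; 6.91 CPM in shallow wells) and macrophage (6 reads, 82.0 CPM, mostly Csf1r at 68.3 CPM; 0 in shallow wells). Embryonic stem genes had 0 reads and myoblast genes 1 read, at the 84.0th percentile of the draws. None of the genes of the 4 lists was over 10 CPM in the other kept wells, and 1 of 14 lymphoid and 3 of 12 macrophage genes had been looked at before. With so few reads, a control RNA and another source cannot be told apart. The labels give 1 group, so no biological explanation was tested.

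Wells under the minimum of detected genes also drew attention, through Mbp. Of the 74 wells, 17 outside the corners had 10000 reads or more, and in 10 of these, 3 on plate 1 and 7 on plate 2, the share of Mbp was above that of every kept mSC-like cell. It ranged from 11.6% to 48.8% with a median of 30.4%, against at most 9.29% in kept mSC-like cells. The 10 wells had 16023 to 805253 reads and 670 to 1302 detected genes. Their mitochondrial share was 6.65% to 22.9%, above the mSC-like median of 2.53% in 10 of 10. Prx was above its mSC-like median in 10 wells and Drp2 in 9, while Pmp22 was under its mSC-like 5th percentile in 7.

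Low depth alone is argued against in 9 of the 10 wells, those with 59962 reads or more, by the 20 other wells nearest in reads to each, taken without a minimum of detected genes but without the corner wells and the 10 wells themselves. Of these, 0 had as few detected genes, and their medians were 2453.5 to 2888.5. With the 10 wells let in, 1 of 20 had as few for 2 of the 9 wells, each time another of the 10, and 0 for the other 7. For the shallowest well, with 16023 reads and 813 detected genes, 6 of the 20 had as few, so low depth and other reasons for its few genes cannot be told apart. Of the mSC-like cells thinned to the reads of each well, 0.0% had as few detected genes, which decides nothing, since these cells had been kept for 1500 detected genes or more. Free RNA from lysed cells with the make-up of all wells together is argued against by Fos, at most 0.0187% in these wells and 1.27% in the sum of all wells. The make-up of free RNA was not measured, so free RNA of another make-up stays open. Parts of myelinating cells without a nucleus may be what these wells hold, and 3 tests of nuclear or freshly made RNA left this open. Both Fos and Gm37376, the gene model inside Malat1, were under the mSC-like 5th percentile in 3 of 10 wells. This number decides nothing, since 25 of the 262 mSC-like cells have under 100 CPM of Fos themselves, which puts the 5th percentile of Fos at 0.00144% where the median is 1.21%. Gm37376 alone, a test chosen after that first number was seen, was under its lowest mSC-like share (0.175%) in 10 of 10, at 0.00167% to 0.0727%. The other 3082 gene models of the class that awaits experimental proof, with limits set before they were looked at (at least 8 wells for the explanation, at most 2 against it), were under the mSC-like 5th percentile of 0.285% in 6 of 10, with a range of 0.0603% to 0.547% and a median of 0.260%. Parts without a nucleus and other sources cannot be told apart, because the second test was picked for its outcome and the third lay between its limits. No biological explanation was tested, since the labels give 1 group.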

How the results depend on the processing

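Leaving out the corner wells, at most 2000 variable genes, a resolution of 0.2, k 20 and leaving out each plate for shares of counts, detected genes and Y-linked wells were chosen after seeing the data. The alternative without wells holding both Xist and Y-linked reads was not run, since Xist was not counted. Counts of genes are given in the order mSC-like against tSC-like, cluster 3 against mSC-like, cluster 3 against tSC-like and prol. SC-like against tSC-like, with 136, 38, 3 and 239 in the report. Except where a reason is given, the cause was not tested.

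DESeq2 called 841, 375, 276 and 2466 genes, limma on mean CPM per cell 568, 157, 108 and 1626, and no filter on low counts 401, 192, 113 and 806. In the simulated data with changed genes, DESeq2 and limma made more false calls than edgeR. Where nothing was changed, DESeq2 made calls (223 in the first pair), and limma and edgeR made 0. Limma was given CPM of the sums there, not mean CPM per cell. Those data had the spread that edgeR estimated, alike in all clusters, so they do not decide which tool errs less here. Cells thinned to equal depth gave 293, 82, 44 and 601. Library totals without TMM gave 9 for cluster 3 against tSC-like cells and shifted the median of all genes by -0.24, 0.21, -0.04 and -0.12 on the log2 scale. The plate as a block gave 5 for that pair and 91 for prol. SC-like cells, and turned the direction that camera gives the cholesterol genes in prol. SC-like cells from down to up (adjusted p 0.976), although 13 of the 19 members were lower, with a median of -0.52, and fry pointed down. Only the 2 clusters compared gave 867 for the first pair, 6 for cluster 3 against tSC-like cells and 62 for the last. Clusters from all variable genes gave 69 for the second pair and 37 for cluster 3 against tSC-like cells, where 13517 genes could be tested, and took past the threshold the cholesterol and immediate early genes in cluster 3 against tSC-like cells and the latter in prol. SC-like cells (adjusted p 0.0281 each) and in cluster 3 against mSC-like cells (0.0296).

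A minimum of 2500 detected genes kept 534 cells, called 400, 224, 135 and 129 genes (of 13365 tested in the first 3 pairs, and of 6643 in the last, where prol. SC-like cells separated on 1 of the 2 gene sets only), and reversed Prc1 (3.57) and Spc24 (3.96) in cluster 3 against tSC-like cells, where 19 of the 20 prol. SC-like cells had joined cluster 3. It gave shares of 41.3% tSC-like, 40.4% mSC-like and 18.3% cluster 3, a mitochondrial share of 2.04% in tSC-like and 2.54% in mSC-like cells, and 15.1% and 4.77% for the 5 highest genes in mSC-like cells and cluster 3. A minimum of 1000 gave 16% cluster 3. With 15 principal components, 84 genes were called for the first pair and 155 for the last, and the tSC-like share was 58.3%. A second split of the genes reversed Spc24 (0.58, adjusted p 0.913; range over its alternatives 2.85e-13 to 0.973). The variable genes of the first gene set gave 15% cluster 3, and those of the second 55.1% tSC-like and 42% mSC-like. A resolution of 0.2 gave 49.7% mSC-like and a cap of 2000 variable genes 39.9%. Cluster 3 gave no value with 15 components, at a resolution of 0.2, on plate 1 alone or with the second gene set, and prol. SC-like cells gave no share of cells or of counts at minimums of 1000 or 2500 or on either plate alone, because these clusters did not separate there.

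Without the corner wells, 71 genes were called for cluster 3 against mSC-like and 21 against tSC-like cells, where 13504 could be tested. The cholesterol and immediate early genes passed in cluster 3 against tSC-like cells (adjusted p 0.00661 each), and the latter also in prol. SC-like cells (0.0383). The mitochondrial share of tSC-like cells was 2.17% and the 5 highest genes of cluster 3 took 4.93%. The estimated correlation took the cholesterol genes of mSC-like against tSC-like cells and of cluster 3 against mSC-like cells to 0.0690 and the immediate early genes of the first pair to 0.295. With 1 setting or test changed at a time, adjusted p ranged from 9e-18 to 0.0690 and from 2.14e-12 to 0.0690 for cholesterol genes. For immediate early genes of the first pair it ranged from 0.000104 to 0.295. The plate as a block with an estimated correlation exceeded these ranges, at 0.206 for both cholesterol calls and 0.370 for the immediate early genes. With fry, the plate as a block gave 0.132 and 0.229. In the main fit, fry took the immediate early genes of the first pair to 0.126, and reversed those in cluster 3 against mSC-like cells (0.830). Medians over cells gave a mitochondrial share of 2.54% in mSC-like cells, and 15.1% and 5.40% for the 5 highest genes in mSC-like cells and cluster 3. Detected genes without thinning were 2688, 2934, 2931.5 and 3733.5 in tSC-like, mSC-like, cluster 3 and prol. SC-like cells, and 2150.2, 2317, 2369.5 and 3057.5 at 50000 reads.

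Leaving out 1 sum gave 51 to 680, 22 to 201, 0 to 95 and 60 to 2646 genes, where the lone sum of a cluster is assumed to vary like the others. Leaving out a plate gave 40.9% to 62.1% tSC-like, and 21% cluster 3 on plate 2 alone. Of 370 values of named genes under the other alternatives, 338 kept direction and side of the threshold, 29 kept direction only and 3 reversed. With 1 sum left out, these numbers were 190, 50 and 0 of 240. Mbp, Ncmap, Ncam1, Mfsd2a, Drp2, Psmb8 and Scn7a passed in all 21 alternatives for mSC-like against tSC-like cells. The share of wells with Y-linked reads moved by less than the spread between plates under its 3 other minimums. The intervals of the plates overlapped in 2 of these minimums, which is not a test of their difference. For a mean over 2 plates without reclustering, leaving out 1 always moves it by less than their SD and decides nothing. The prol. SC-like sums had the fewest reads, 5209248 to 8758188.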

Other observations

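In this part, the tests of read depth by plate column, of pairs of wells and of cells nearly without Fos were chosen only after the result was seen.

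Gm37376 was among the 5 highest genes of 3 clusters although it is a short gene model. Reads of Malat1 counted on it without use of strand are a possible explanation. If so, other gene models in an exon of a long noncoding gene that was not counted should have more reads than gene models that overlap no other gene. At least 1 CPM was found for 35.7% of 70 gene models of the first kind (34.8% of 69 without Gm37376 itself) and for 4.45% of 899 of the second, in the direction that this explanation needs. Of the 70, 57 lie on the opposite strand (38.6%, and 37.5% of 56 without Gm37376) and 13 on the same strand (23.1%), which would gain reads also in counting by strand. Of 2114 gene models that overlap another gene otherwise, 20.2% had at least 1 CPM, so an overlap of other kinds also goes with more reads. The test concerns the gene models as a set and does not show where the reads of Gm37376 come from. No biological explanation was tested, since the labels give 1 group, and the same holds for the patterns below.

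The median read depth per plate column was shared by the plates. Over the 24 columns, the median log10 reads of plate 1 and plate 2 had a Pearson r of 0.794 (permutation p 2e-05, the smallest that 100000 resamples can give, adjusted 4e-05) and a Spearman rho of 0.763 (permutation p 6e-05, adjusted 0.00012). Without the 2 columns farthest from the median, r was 0.847. Over the 16 plate rows, r was 0.192 (permutation p 0.464) and rho 0.141 (permutation p 0.60), and these were the 2 relations looked at. A step of the preparation that runs by column may have set part of the depth.

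Some pairs of kept wells shared rare genes, those found in at most 5% of the kept wells of a plate. On plate 1, 37 of the 53 rare genes of well O24 (69.8%) were also found in the deeper well F09, where the median over all pairs was 2.41%. On plate 2 the highest share was 65.5%, for P22 in D21. Pairs of corner wells followed there, with A24 in P01 (52.4%), A01 in P01 (52.4%) and A24 in A01 (48.8%). Reads carried from one well to another may explain such pairs. For the corner wells, the control RNA named above is another candidate. O24 with F09 and P22 with D21 were picked as the extremes of 57630 pairs on plate 1 and 61775 on plate 2.

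Exchange of index reads between wells that share a plate row or column would put reads of a gene of 1 deep well into wells of its row and column. On plate 1, 1.71% of wells in the row or column held such reads and 1.66% of the other wells did (one-sided permutation p 0.283, 1000 permutations). On plate 2, the shares were 1.60% and 1.42% (one-sided permutation p 0.147). An exchange by row or column was not detectable. The study does not say whether wells of a row or column shared an index, and lists a primer set of unique dual indexes. If these wells shared none, the test says nothing about exchange.

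Of the 688 kept cells outside the corners, 88 had under 100 CPM of Fos, 35 of 339 on plate 1 and 53 of 349 on plate 2, and such cells were found in all 4 clusters. From the shallowest to the deepest 172 cells, 13.4%, 17.4%, 9.88% and 10.5% had so little Fos. Low depth as the whole cause is argued against by the deepest cells, with 817766 reads or more, while a part for depth stays open (difference of mean log10 reads -0.0414, permutation p 0.379). An effect of position on the plate was not detectable in 4 permutation tests over rows and columns, with a lowest adjusted p of 0.806. Gm37376 was in 0 of the 88 cells as low as in the wells with much Mbp, and had a median of 0.983% in these cells and of 0.993% in the rest. Cells with and without a nucleus cannot be told apart by this, because it was not shown that Gm37376 measures nuclear RNA or that those wells lack a nucleus. Of 9 other immediate early genes with a median of 100 CPM or more in the rest, 7 had a median under 10% of that in the 88 cells. The other 2 were Nr4a1, with a median of 216 CPM in the 88 cells and 1001.5 in the rest, and Klf6, with 818 and 1065.5. A response absent as a whole and one absent in part cannot be told apart, because Klf6 alone kept a like level. What sets such cells apart, including an effect of dissociation or sorting, was not tested.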
